A study of Mus musculus and Homo sapiens with 22 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

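CUT&RUN libraries were prepared from 22 samples in 6 groups: liver with a PROX1 antibody (5) or IgG (5), MEFs overexpressing FLAG-tagged Prox1 with a FLAG antibody (3) or IgG (3), and Hep3B cells overexpressing PROX1 with a FLAG antibody (3) or IgG (3). Groups were taken from the sample labels. According to their methods, the authors trimmed paired reads of 40 bp with TrimGalore, aligned them with Bowtie 2 to mm10 or hg38 within the nf-core/cutandrun pipeline, and called consensus peaks over the replicates of a group with Genrich at a lenient q-value limit. PCR duplicates and mitochondrial reads were removed by the caller. The authors describe the sites as identified relative to IgG, while the peak calling command they give names no control library, so how IgG entered the lists is open. Separate IgG lists and lists per replicate were not used here, so neither the depth of a sample nor the spread between replicates enters any value.

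Each deposited list gives a position and 5 values per peak. The deposited score is the mean area per base times 1000, capped at 1000 by the authors' caller, and 99.9% of liver, 24.2% of MEF and 24.7% of Hep3B peaks sat at the cap, so it was not used for ranking. The deposited signal is the area under the significance curve over the peak as summed by the authors' caller. The deposited −log10 p and −log10 q are those of the summit under the authors' caller's background model. The deposited summit offset gives the position of the summit from the peak start. None of these values was normalized between lists by the authors, and the areas start at 500 in liver and at 200 in the other lists. The liver list also begins at a higher −log10 q, 4.03, than the others. Each list's own values were used to describe, rank or filter its peaks. In Hep3B, 1214 peaks shared the highest −log10 q, 3.74, so peaks were ranked by −log10 p.

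Positions were compared with GRCm38 and hg38, and no peak ended beyond a chromosome. Of the Hep3B peaks, 14361 lay on assembled chromosomes and 8 on other contigs. The latter were left out of placements, promoter shares of whole lists and promoter odds ratios between lists. They were kept in the shares by quartile of peak strength and by genomic feature. TSSs came from GENCODE M21 (mouse) and GENCODE 44 (human). A promoter peak had its summit within 1000 bp of any TSS, and target genes were protein-coding genes with a summit within 1000 bp of a TSS of a protein-coding transcript. Peaks were shared when they overlapped by at least 1 bp. Overlap and promoter shares were set against 1000 random placements on the same chromosome outside assembly gaps (one-sided permutation tests). Odds ratios between lists and between target gene sets came with two-sided Fisher's exact tests, and GC strata used 10 equal groups with a common odds ratio over the strata.

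The PROX1 consensus YAAGRCGYCTTR was written from general knowledge of the site and is not the matrix the authors used. It was scanned on both strands with up to 2 mismatches in peaks widened by 20 bp on each side and in regions of equal width 1000 bp away on both sides. 6-mers were counted within 25 bp of the summit and in windows 200 bp away, with a binomial test for each and Benjamini-Hochberg adjustment; the 5 highest ratios among those with an adjusted p below 0.01 and at least 200 occurrences were named. The 12 identity lists of up to 25 genes (hepatocyte, cholangiocyte, fibroblast, adipocyte, skeletal muscle, cardiomyocyte, neuron, endothelial, T cell, B cell, oligodendrocyte and keratinocyte) were also written from general knowledge. Ebf1, Mef2c, Pdgfra and Thy1 stand in 2 lists each. Lists were tested with a one-sided hypergeometric test over protein-coding genes, with the two-sided Fisher's exact p beside it, adjusted over 36 tests. Liver and MEFs were compared by gene with a two-sided exact binomial test on the genes bound in 1 of them, adjusted over 12 lists. Lists matched on promoter GC content were drawn 10000 times from 20 bins.

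Genes were named by a fixed rule: genes that the study names as bound or as identity markers, the 5 peaks with the highest summit −log10 p of each list, and the 5 genes bound in all 3 lists with the highest lowest rank. Most tests of the report, this rule and most alternatives were chosen before the data were examined. The tests by peak strength, the gene-by-gene comparison of liver and MEFs, the counts of identity lists below the background, the raised floor of the area and the outermost gene starts were added later, as were the tests of CTCF, nuclear receptor and NF-Y sites, of the X chromosome, of the strongest peaks and of the PROX1 gene. Alternatives were a q-value below 0.05 or 0.01, a minimum length of 50 bp, other definitions of sharing (50% of the shorter peak, summits within 100 bp, peaks widened by 200 bp), other promoter windows (500 and 2000 bp), protein-coding TSSs only, 14361 top peaks per list, 1 or 3 mismatches, dinucleotide-shuffled peaks, 7-mers and windows of 50 bp.

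The scripts were tested on simulated data. The overlap count found 1.00 times the expected number over 4000 intervals, where planted and chance overlaps were both expected. The permutation p with nothing planted was 0.408 over 3000. Of planted 6-mers, 95% were among the top 20 of 2080, and with none planted 0 passed. The list test recovered 7 of 10 enriched lists and called 0 of 10 unchanged ones. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, numba 0.67.0, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.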

Results

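PROX1 occupancy was measured by CUT&RUN, in which an antibody guides a nuclease to the chromatin a protein sits on and the released DNA fragments are sequenced. The series held 22 samples in 6 groups. In mouse liver from animals of 2 to 3 months, an antibody against PROX1 itself was used in 5 samples and a nonspecific IgG in 5 samples, so this material reports the endogenous factor. In mouse embryonic fibroblasts (MEFs), FLAG-tagged Prox1 was overexpressed for 2 days, with 3 FLAG and 3 IgG samples. In Hep3B, an established human hepatocellular carcinoma line, PROX1 overexpression was induced with doxycycline for 2 days, again with 3 FLAG and 3 IgG samples. Each of the 3 deposited peak lists pools the antibody samples of 1 group. Sequencing depth per sample is therefore unknown, no spread between replicates can be given for any value, and every p-value describes the lists and not the animals or cultures. Intervals are 95% Wilson intervals over peaks or genes and cover counting error alone. Tissue, antibody and origin of the factor change together between liver and either cell culture, so no comparison with liver separates them. MEFs and Hep3B share the FLAG antibody and the overexpression for 2 days, and differ at least in cell type and species. The paper's methods describe CUT&RUN at day 2 within hepatocyte reprogramming, where MEFs also receive liver-inducing factors. Whether the MEF samples here received these factors is open.

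The liver list held 50159 peaks, the MEF list 40531 and the Hep3B list 14369. Median peak width was 504 bp in liver (interquartile range 345 to 791), 646 bp in MEFs (457 to 958) and 634 bp in Hep3B (450 to 897). The peaks covered 33.4 Mb, 31.4 Mb and 10.3 Mb, respectively. The median summit −log10 p assigned by the authors' peak caller was 12.2 in liver, 5.96 in MEFs and 6.44 in Hep3B. The smallest area under the significance curve was 500 in the liver list and 200 in each of the others, so the liver list started at a higher floor. The lowest summit −log10 q was 4.03 in liver, 1.16 in MEFs and 1.22 in Hep3B. These values were not normalized between lists and rank peaks only within a list. Raising the floor of the MEF and Hep3B lists to that of liver, a setting chosen after seeing the data, left 16299 and 6239 peaks.

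The liver and MEF lists lie on the same genome build, which allowed the positions of endogenous and overexpressed PROX1 to be compared directly. Of the MEF peaks, 8686 (21.4%, interval 21 to 21.8) overlapped a liver peak by at least 1 bp, and 9475 liver peaks (18.9%) overlapped a MEF peak. Random placement of the MEF peaks on their own chromosomes gave 1128 ± 33.4 overlapping peaks (SD over 1000 placements) and never more than 1249. The observed number was 7.70-fold higher (one-sided permutation p = 0.001, the smallest that 1000 placements can give). The lowest fold among the alternatives was 2.26, with a control matched on distance to the nearest transcription start site (TSS). The highest was 19.2, when summits had to lie within 100 bp. Sharing depended on location. Among liver peaks, 53.8% of those at promoters and 9.95% of the others were shared. Among MEF peaks the shares were 33.6% and 14%. Sharing also changed with the rank of a peak in its list. From the weakest to the strongest quartile of summit −log10 p it fell from 28.4% to 11.7% among liver peaks. Among MEF peaks it rose from 14.9% to 34.6%.

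A peak was assigned to a promoter when its summit lay within 1 kb of an annotated TSS. Promoter peaks made up 20.4% of the liver list (interval 20.0 to 20.7), 37.8% of the MEF list (37.4 to 38.3) and 66.4% of the Hep3B list (65.6 to 67.1). Random placements averaged 6.33%, 6.39% and 8.38%, so the lists lay 3.22-fold, 5.92-fold and 7.92-fold above chance (one-sided permutation p = 0.001 in each, the smallest possible). The odds of a promoter location were 2.38 times higher in MEFs than in liver (95% interval 2.31 to 2.45), 7.71 times higher in Hep3B than in liver (7.40 to 8.03) and 3.24 times higher in Hep3B than in MEFs (3.11 to 3.37). Fisher's exact test gave p-values too small to be represented for all 3 comparisons. With 14361 top peaks taken from each list, these odds ratios became 6.66, 11.8 and 1.77. The raised floor moved the ratio of Hep3B to liver most, to 18.7. Outside promoters, introns held 48.1% of liver peaks, 31.3% of MEF peaks and 18.6% of Hep3B peaks, and intergenic DNA held 27.3%, 27.4% and 13%.

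**Figure D1:**
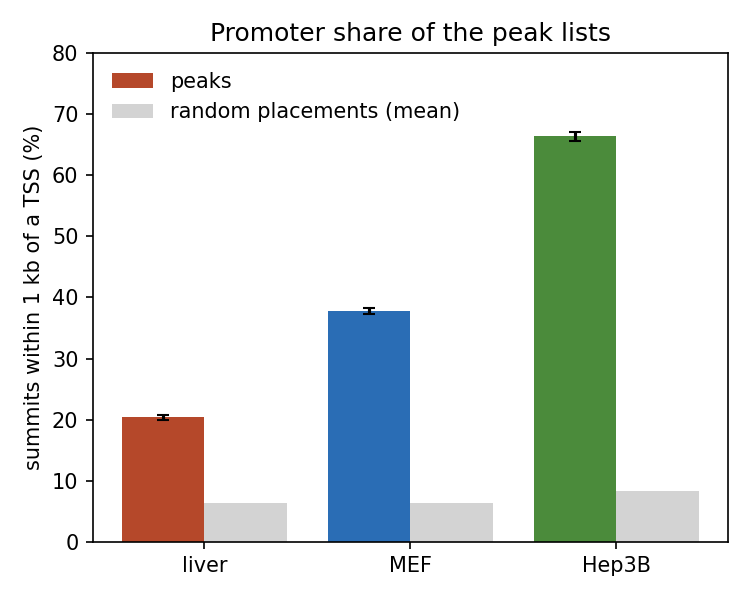
Share of peak summits within 1 kb of a TSS (y axis, percent) in the liver, MEF and Hep3B lists (coloured bars) beside the mean of 1000 random placements (grey bars); error bars are 95% Wilson intervals over peaks. The share was 20.4% in liver, 37.8% in MEFs and 66.4% in Hep3B, each above its random mean.

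Promoter share also changed with the rank of a peak in its list. From the weakest to the strongest quartile of summit −log10 p, it fell in liver from 29.9% to 14.3%, with 20.8% and 16.5% between them. It rose in MEFs from 28% through 29.8% and 35.0% to 58.6%. In Hep3B it rose from 55.5% through 58.8% and 68.1% to 82.9%. The odds ratio of the strongest against the weakest quartile was 0.390 in liver (interval 0.366 to 0.416; Fisher's exact p = 7.48e-199). In MEFs it was 3.62 (3.42 to 3.84) and in Hep3B 3.89 (3.49 to 4.34; Fisher's exact p = 3.35e-143). Within strata of peak GC content these became 0.735, 2.78 and 2.30.

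**Figure D2:**
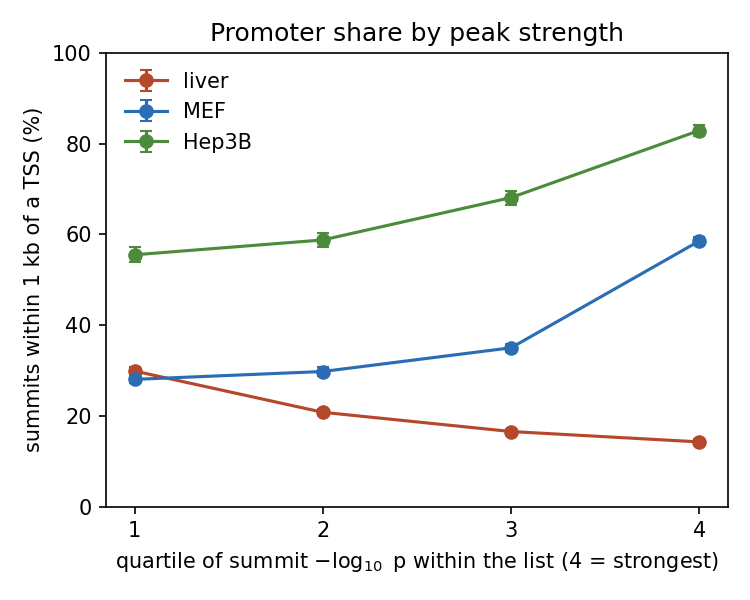
Share of summits within 1 kb of a TSS (y axis, percent) by quartile of summit −log10 p within each list (x axis, from the weakest to the strongest quartile); points are quartiles, lines join the quartiles of a list and error bars are 95% Wilson intervals over peaks. The liver line falls from 29.9% to 14.3% while the MEF line rises from 28% to 58.6% and the Hep3B line from 55.5% to 82.9%.

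To list candidate target genes, protein-coding genes with a summit within 1 kb of a TSS were counted. There were 5824 in liver (26.7% of 21853 genes, interval 26.1 to 27.2), 12098 in MEFs (55.4%, 54.7 to 56.0) and 8743 in Hep3B (44.4% of 19689 genes, 43.7 to 45.1). Keeping only peaks with a PROX1 consensus lowered these counts most, to 1268, 2980 and 1429. Liver and MEFs shared 4870 of these genes, where independence would give 3224 (odds ratio 6.22). Between species, genes were matched by identical symbols. Liver and Hep3B shared 3594 genes against 2502 under independence (odds ratio 3.75, Fisher's exact p = 3.04e-308), and MEFs and Hep3B shared 7188 against 5302 (odds ratio 17.1). The alternative that moved these ratios most was the use of 14361 top peaks per list, which gave 1.40 (Fisher's exact p = 2.08e-07), 1.25 (p = 0.00114) and 10.2. Of 15738 symbols present in both annotations, 3448 had a promoter peak in all 3 lists, against 1725 under independence.

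Of the genes bound in all 3 lists, the 5 whose lowest rank was highest were Mapk14, Gucd1, Tmbim6, Ell and Agpat1. The Mapk14 peak in liver spanned chromosome 17, 28690485 to 28691535 (mm10), with a summit 310 bp from a TSS in intergenic sequence and a summit −log10 p of 20.4. In MEFs it spanned 28690713 to 28691683, with a summit −log10 p of 8.81. In Hep3B the peak lay at chromosome 6, 36027365 to 36028339 (hg38), with a summit −log10 p of 8.88. The lowest of the 3 ranks was at the 95.2 percentile for Mapk14 and between the 94.2 and 94.8 percentiles for the other genes.

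Whether the peaks carry a PROX1 recognition sequence was assessed with the consensus YAAGRCGYCTTR, allowing 2 mismatches. It occurred in 7050 liver peaks (14.1%, interval 13.8 to 14.4), against 13% of regions of equal width 1000 bp away (odds ratio 1.09, two-sided Fisher's exact p = 5.89e-08). In MEFs it occurred in 6187 peaks (15.3%, 14.9 to 15.6), against 15.1% (odds ratio 1.02, Fisher's exact p = 0.359). In Hep3B it occurred in 1910 peaks (13.3%, 12.7 to 13.9), against 12.3% (odds ratio 1.10, Fisher's exact p = 0.0023). Most peaks of each list thus lacked the consensus at this setting. Against dinucleotide-shuffled copies of the same peaks the direction reversed, with odds ratios of 0.680, 0.611 and 0.560. In each peak with the consensus the best match was taken, and among equally good ones that nearest the summit. It lay within 50 bp of the summit in 16.9% of these peaks in liver (16.0 to 17.7). The share was 8.57% in MEFs (7.89 to 9.29) and 11.2% in Hep3B (9.87 to 12.7). An even spread over the peaks would place 14.4%, 12.1% and 13.1% there. Taking the nearest match can raise the observed shares, so the small liver excess may be partly built in.

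Sequence at the summits was then examined without a preset motif. Each of 2080 6-mers, with reverse complements merged, was counted within 25 bp of the summits and in windows 200 bp away. At an adjusted binomial p below 0.01, 809 were more frequent and 741 less frequent at liver summits, 763 and 885 at MEF summits, and 411 and 700 at Hep3B summits. The highest ratios in liver were those of ATCGAT (3.62; binomial test, adjusted p = 5.07e-70), AGGTCA (3.02), GGTCAA (2.74), AAGGTC (2.73) and CTTGGC (2.66). In MEFs they were CACTAG (2.88), GCGCCA (2.77; binomial test, adjusted p = 1.55e-293), AGGGCG (2.69), CGCCCC (2.65) and CCGCCC (2.54). In Hep3B they were ATTGGC (2.39; binomial test, adjusted p = 3.67e-77), CCAATC (2.39), TGCGCA (2.32), CATGCG (2.15) and CGTGAC (2.10). The largest change to the first of each list came with 7-mers, taking the best 7-mer that holds the first 6-mer. It gave 5.99 for AATCGAT in liver, 6.38 for CCACTAG in MEFs and 3.44 for GATTGGC in Hep3B. That choice favours a higher ratio, so the rise says little about stability. Peaks of a list are not replicates, so these p-values describe the lists.

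**Figure D3:**
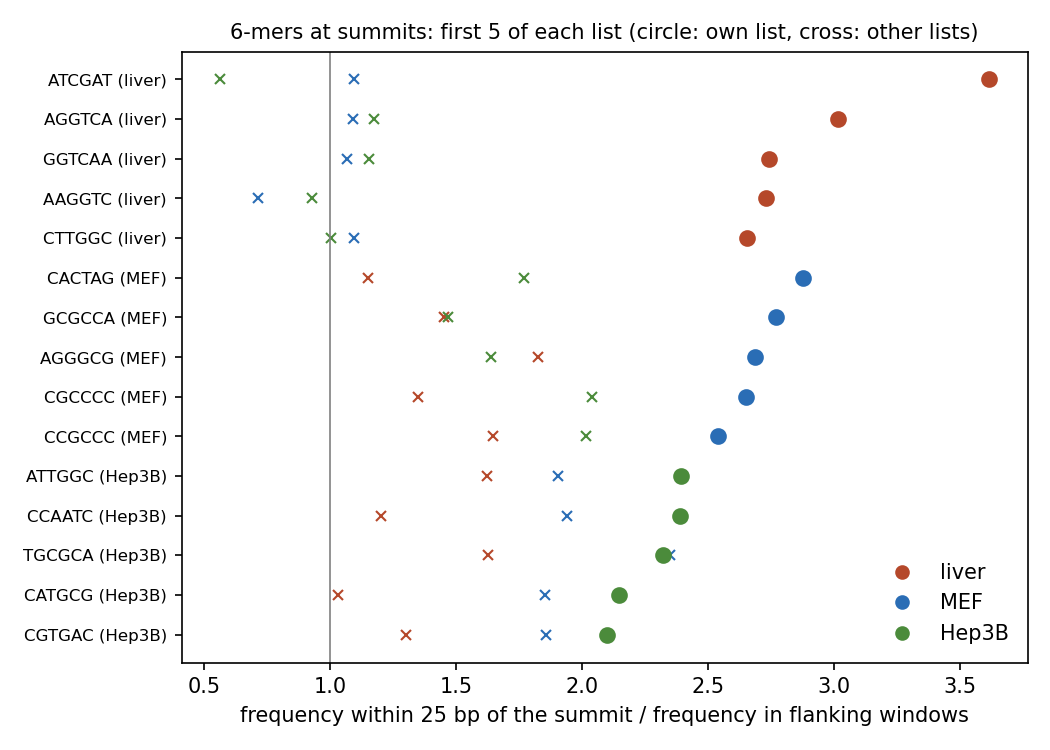
Ratio of the frequency within 25 bp of the summits to the frequency in flanking windows (x axis) for the 5 highest 6-mers of each list (y axis); circles are the list in which the 6-mer was chosen, crosses the other lists, and the vertical line marks equal frequency. ATCGAT reached 3.62 in liver, CACTAG 2.88 in MEFs and ATTGGC 2.39 in Hep3B.

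PROX1 has been studied as a repressor of alternative cell fates. For this reason, 12 lists of up to 25 cell identity genes were tested for genes with a summit within 2 kb of a TSS. The paper tested liver peaks filtered by a PROX1 motif against marker sets from a database. It reported enrichment of several nonhepatocyte sets, fibroblasts among them. Peaks were not filtered by a motif here and the lists differ, so the counts cannot be set directly against that result. In liver, 24 of 24 hepatocyte genes had such a peak, against 30.4% of all protein-coding genes (one-sided hypergeometric test, which equals a one-sided Fisher's exact test; adjusted p = 1.40e-11 over 36 tests). The adipocyte list followed with 16 of 25 (odds ratio 4.07, one-sided exact adjusted p = 0.00971), which fell to 11 of 25 with a 1 kb window (adjusted p = 0.551). The other liver counts were 11 of 25 cholangiocyte, 3 fibroblast, 2 skeletal muscle, 3 cardiomyocyte, 2 neuron, 6 endothelial, 0 T cell, 5 oligodendrocyte and 5 keratinocyte genes, and 4 of 24 B cell genes. In MEFs, where 57.6% of all genes had a peak, no list passed the one-sided test after adjustment. The fibroblast list came closest with 20 of 25 (odds ratio 2.94, one-sided exact p = 0.0168, adjusted p = 0.201; two-sided Fisher's exact adjusted p = 0.0457). The other MEF counts were 5 of 24 hepatocyte, 11 of 25 cholangiocyte, 15 adipocyte, 7 skeletal muscle, 12 cardiomyocyte, 14 neuron, 8 endothelial, 7 T cell, 8 oligodendrocyte and 5 keratinocyte genes, and 7 of 24 B cell genes. In Hep3B, where 45.6% of all genes had a peak, no list passed the one-sided test. The counts were 6 of 23 hepatocyte, 14 of 25 cholangiocyte, 8 fibroblast, 7 adipocyte, 1 skeletal muscle, 3 cardiomyocyte, 5 neuron and 1 endothelial genes, 4 of 24 T cell, 1 of 23 B cell, 3 of 23 oligodendrocyte and 5 of 22 keratinocyte genes. By the two-sided Fisher's exact test at an adjusted p below 0.05, 3 lists were below the background in liver, 7 in MEFs and 7 in Hep3B. The lowest adjusted p-values among these were those of T cell genes in liver (Fisher's exact adjusted p = 0.0014), keratinocyte and hepatocyte genes in MEFs (0.00115 and 0.00154) and endothelial and skeletal muscle genes in Hep3B (7.92e-05 for both).

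**Figure D4:**
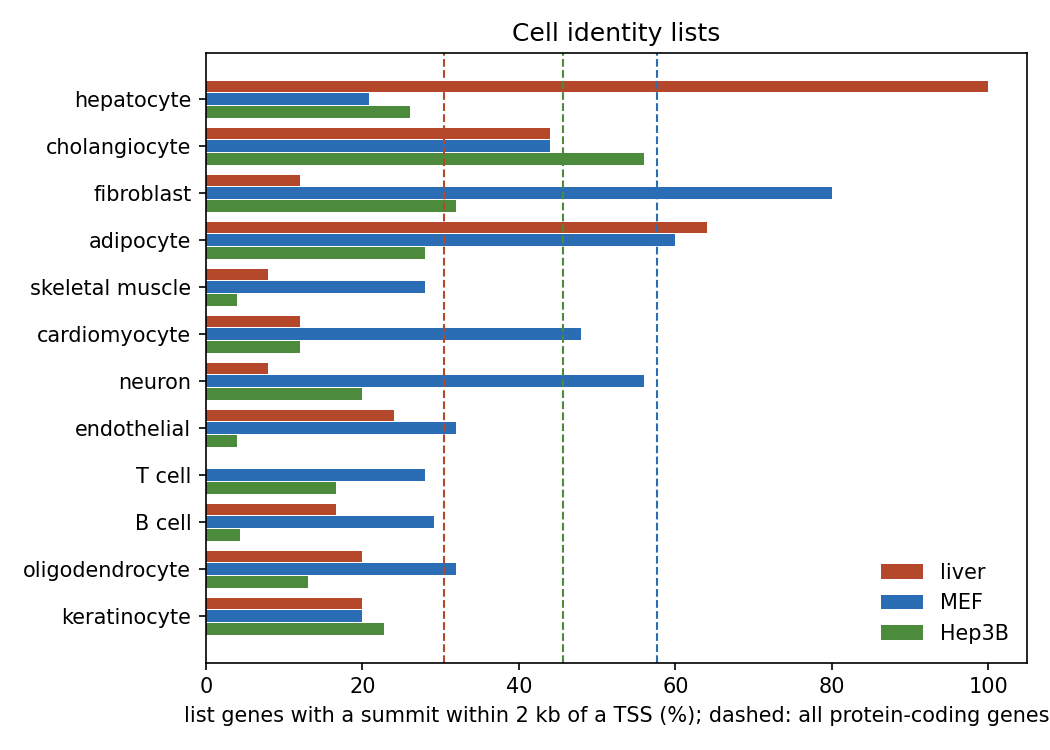
Share of each cell identity list (y axis) with a peak summit within 2 kb of a TSS (x axis, percent) in liver, MEF and Hep3B; dashed lines mark the share of all protein-coding genes in the list of the same colour. All 24 hepatocyte genes had a peak in liver, against 5 of 24 in MEFs and 6 of 23 in Hep3B.

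The difference between liver and MEFs was tested gene by gene. Of the hepatocyte genes, 19 had a peak only in liver and 0 only in MEFs (two-sided exact binomial test, adjusted p = 4.58e-05 over 12 lists). The direction was opposite for fibroblast genes, with 0 only in liver and 17 only in MEFs (exact adjusted p = 9.16e-05). It was likewise opposite for neuron genes (1 and 13, exact adjusted p = 0.00732), cardiomyocyte genes (0 and 9, exact adjusted p = 0.0117) and T cell genes (0 and 7, exact adjusted p = 0.0375). Over all protein-coding symbols, 6978 had a peak only in MEFs and 1042 only in liver, so 87.0% of genes bound in 1 of these lists were bound in MEFs.

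Among single genes named by the study as bound or as identity markers, Alb, Ttr and Hnf4a had a promoter peak only in liver. The liver peak at Ttr spanned chromosome 18, 20662319 to 20665698 (mm10), with its summit 118 bp from the TSS and a summit −log10 p of 28.8. The liver peak at Alb spanned chromosome 5, 90460564 to 90461168, with its summit in a coding exon and a summit −log10 p of 14. Pparg, Myc and Myh9 had promoter peaks in all 3 lists. The strongest Pparg promoter peak lay at a different TSS in each mouse list. It spanned chromosome 6, 115420584 to 115422583 in liver and 115360782 to 115362312 in MEFs (mm10). The Myc peaks lay at chromosome 15, 61984302 to 61987403 in liver and 61985512 to 61986786 in MEFs, and at chromosome 8, 127733885 to 127736651 (hg38) in Hep3B, where the summit fell in the 5′ UTR. Prrx1 had a promoter peak only in MEFs, at chromosome 1, 163313845 to 163315088 (mm10), 901 bp from the TSS. Ebf2 had one in liver and MEFs, and Map2, Sox9 and Tjp1 in MEFs and Hep3B. The Sox9 summit in liver lay 1236 bp from the TSS and the Hand2 summit in MEFs 1004 bp, both just outside the 1 kb window. Krt19 had a promoter peak only in Hep3B, and Tubb3 and Des in none of the lists. Prox1 itself had a promoter peak in liver, at chromosome 1, 190169865 to 190171063, and in Hep3B, at chromosome 1, 213986665 to 213987429 (hg38), in an intron. The nearest MEF summit lay 196186 bp from its TSS.

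The strongest liver peak spanned chromosome 17, 39843040 to 39846373 (mm10), with a summit −log10 p of 61.7, in an exon of the lincRNA Gm26917 next to the rRNA gene CT010467.1; its nearest protein-coding TSS was that of Esp38. The next were at chromosome 1, 88287311 to 88288613 in an intron of Trpm8 (44.3), chromosome 11, 3161281 to 3161591 in an intron of Sfi1 (38.3), chromosome 1, 88277234 to 88280425 at the promoters of Hjurp and Trpm8 (34.7) and chromosome 4, 133551870 to 133553781 at the promoter of Nr0b2 (34.7). In MEFs the strongest peak, chromosome 1, 88275771 to 88278616, lay at the same Hjurp promoter (summit −log10 p of 15.7). It was followed by intergenic peaks near Coil at chromosome 11, 88968437 to 88969558 (15.6) and near Mroh2a at chromosome 1, 88261957 to 88263677 (12.2), and by promoter peaks of Garnl3 at chromosome 2, 33129900 to 33132181 (12.3) and Dazap2 at chromosome 15, 100614803 to 100616465 (12.2). In Hep3B the strongest peaks lay at CCM2 on chromosome 7, 44999177 to 45000366 (hg38; 11.8), HDGFL2 on chromosome 19, 4470982 to 4472384 (11.6), SF3B2 on chromosome 11, 66051515 to 66052877 (11.5), an intron of MYO1F on chromosome 19, 8525263 to 8526522 (11) and ESRRA on chromosome 11, 64304225 to 64305610 (11).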

Values the study reported

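The study reported 16,183 peaks with a PROX1 motif in Hep3B cells after PROX1 overexpression.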

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

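The tests by peak strength were written down once the trend had been seen, and the tests of the identity lists by gene were chosen only after their result was seen. Tissue, antibody and origin of the factor differ together between liver and the cultures, and cell type and species differ together between MEFs and Hep3B, so a biological difference between liver, MEFs and Hep3B stays open and untested in every paragraph.

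The share of peaks at promoters differed between the lists, with odds ratios of 2.38 for MEFs against liver, 7.71 for Hep3B against liver and 3.24 for Hep3B against MEFs. An equal number of top peaks raised the MEF to liver ratio to 6.66 and the Hep3B to liver ratio to 11.8. The Hep3B to MEF ratio fell to 1.77 in that setting but stayed above 1 (Fisher's exact p = 8.24e-124), so the threshold may account for part of that difference. For the ratios to liver this setting cannot exclude the calling threshold, because it only tightens lists. The liver list already had the highest floor, and its promoter share rose toward its weakest peaks. A more lenient liver list, which could narrow the gap, was not available. Cleavage of open promoter chromatin without a PROX1 site is a candidate explanation that cannot be told apart from binding here. The consensus was rarer in Hep3B promoter peaks than in their shuffled copies (odds ratio 0.527), but peaks away from promoters were also below their shuffled copies, so the test does not separate the possibilities. Against flanking regions the same Hep3B promoter peaks went the other way, with 1.08 (Fisher's exact p = 0.0273) at 2 mismatches and 1.70 (p = 7.2e-05) at 1 mismatch. Within 50 bp of their summits, however, the consensus at 2 mismatches was rarer than in flanking windows (ratio 0.772). Of 100 consensuses with shuffled positions, 99 matched or exceeded that ratio. Human and mouse annotations differ too, which touches the Hep3B ratios. With only the outermost start of each protein-coding gene, random shares were similar, at 1.68% in liver, 1.69% in MEFs and 1.54% in Hep3B. The ratio of Hep3B to liver was then 7.70 and that of Hep3B to MEFs 2.57. This argues against the number of annotated starts as the whole cause, though it may account for part of the Hep3B to MEF ratio.

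Promoter share moved with peak strength in opposite directions in liver and MEFs, and the odds ratios of the strongest against the weakest quartile differed 9.29-fold. MEF peaks above the liver floor still gave 2.71, but areas were not normalized between lists. These MEF peaks began at a −log10 q of 1.64, below the 4.03 of liver. The calling threshold therefore stays open as a cause. The GC content of the peaks is argued against as the whole cause, since the liver ratio within GC strata was 0.735. It stayed below 1 while that of MEFs stayed above it. GC content accounts for part of the liver trend, which stood at 0.390 without strata. Why the lists differ was not tested further.

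In the hepatocyte list, 19 genes had a peak in only 1 of liver and MEFs, all in liver. The larger number of bound genes in MEFs is excluded as the reason, as it predicts mostly MEF peaks: 0% of these genes were bound only in MEFs, against 87.0% of all genes bound in 1 of the lists (exact binomial p = 1.45e-17). Hepatocyte genes are highly expressed in liver, and whether the peaks follow open chromatin there was not tested.

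In the other direction, 17 fibroblast, 9 cardiomyocyte, 14 neuron and 7 T cell genes had a peak in only 1 of the lists, nearly all in MEFs (1 neuron gene only in liver). Here the larger number of bound genes in MEFs cannot be told apart from a difference specific to these lists. The counts are too few for a list alone to exceed the 87.0% of all genes: even with all 17 fibroblast genes only in MEFs, the exact binomial p was 0.154. Within MEFs, 28% of T cell genes had a summit within 2 kb of a TSS, fewer than the 57.6% of all genes (Fisher's exact adjusted p = 0.0105), and 48% of cardiomyocyte and 56% of neuron genes did. The fibroblast share was 80%. These differences depend on the window: with peaks anywhere in the gene body counted, the fibroblast and neuron lists both reached 88%, against 65.2% of all genes (Fisher's exact adjusted p = 0.0524), and the T cell list 44% (adjusted p = 0.073). The lists together did exceed the 87.0% (45 only in MEFs and 1 only in liver, exact binomial p = 0.0256), but they were pooled because each had differed, so that test decides nothing.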

How the results depend on the processing

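No paired analysis was possible because each list pools the replicates of its group. For the same reason no replicate could be left out. Of 132 alternative values, 112 kept their direction and side of the threshold or stayed near the reported value, 14 moved, 1 weakened and 5 reversed.

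Raising the floor of the area to that of liver, chosen after seeing the data, left 16299 MEF peaks (median width 1014 bp, median −log10 p 7.09) and 6239 Hep3B peaks (909 bp, 7.40), as its construction implies. It also left 5398 shared MEF peaks and 5350 Hep3B target genes. Shared MEF peaks numbered 3292 when summits had to lie within 100 bp and 719 among the 14361 top peaks of each list, while the fold over random placement stayed between 2.26 and 19.2 over all alternatives. Keeping only peaks with the consensus left 1268 target genes in liver, 2980 in MEFs and 1429 in Hep3B. With a 1 kb window 1 identity list passed in liver in place of 2; the adjusted p of the adipocyte list ranged from 0.00971 to 0.551 over the alternatives.

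All 5 reversals concerned the consensus. With 1 mismatch the liver odds ratio was 1.12 and no longer past the threshold (Fisher's exact p = 0.0623), with fewer matching peaks (436) behind it, while that of MEFs was 1.10 (p = 0.135) and that of Hep3B rose to 1.58 (p = 4.01e-05). In promoter peaks alone the same setting gave 1.33 in liver (Fisher's exact p = 0.0204), 1.31 in MEFs (p = 0.00282) and 1.70 in Hep3B (p = 7.2e-05). With 3 mismatches the ratio was 0.965 in MEFs (Fisher's exact p = 0.00948), while Hep3B at 0.983 did not differ from 1 (p = 0.457) and liver stayed at 1.06 (p = 2.13e-07). Against dinucleotide-shuffled peaks it was 0.680 in liver, 0.611 in MEFs and 0.560 in Hep3B. The cause of these reversals was not tested.

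The promoter odds ratios between lists and the target gene odds ratios stayed above 1 under every alternative tried. The minimum length of 50 bp removed no peak, and neither q-value limit removed a liver peak, so these say nothing about stability. Depth per sample is unknown, which limits any comparison of peak numbers between lists.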

Other observations

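The tests of placement near the TSS, of GC content for gene overlap and identity lists, and of open chromatin were written before their results were seen; the tests of CTCF, nuclear receptor and NF-Y sites, of the X chromosome, of the strongest peaks and of the PROX1 gene were chosen after the result was seen.

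The consensus with up to 2 mismatches was found in 1910 Hep3B peaks here. The count depends on the setting: it was 150 with up to 1 mismatch and 10193 (70.9%) with up to 3. With up to 3 mismatches, flanking regions held it about as often (71.3%). Each of these counts is lower than the value quoted from the study above. The list used here held 14369 peaks in all, the consensus differs in origin from the study's motif, and peaks are counted once here however many matches they hold.

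Liver and MEF peaks overlapped more than random placement gave, and location near a TSS alone is argued against as the cause, since placements matched on distance to the TSS still left a 2.26-fold excess. Overlap of target genes is likewise not explained by promoter GC content alone: the lowest common odds ratio within GC strata was 3.59, for liver and Hep3B. The hepatocyte and adipocyte lists in liver also passed against random lists matched on promoter GC content, with a highest adjusted p of 0.0414 (permutation of lists), although the adipocyte list did not pass with a 1 kb window. Shared open chromatin was not tested for any of these.

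Sequence at the summits was compared between the lists. The CTCF consensus CCASYAGRKGGC with up to 1 mismatch occurred within 50 bp of 22.4% of MEF summits away from promoters, against 1.18% in the flanks, a ratio of 19. Base composition is argued against, since 100 consensuses with shuffled positions reached at most 3.94. CTCF sites were not specific to MEFs: the ratio was 12.7 in Hep3B away from promoters (17.5% of summits, at most 4.50 when shuffled), 6.32 over all Hep3B peaks and 3.31 over all liver peaks (at most 2.20 when shuffled). The nuclear receptor repeat RGGTCARAGGTCA reached 4.31 in liver (at most 2.00 when shuffled), but 0.899 in MEFs and 1.03 in Hep3B. The NF-Y consensus RRCCAATSR reached 3.50 in Hep3B (at most 2.41 when shuffled) and 3.41 in MEFs. As a hypothesis, part of each list may mark sites of these other factors. Whether PROX1 is recruited there or the nuclease cuts open chromatin was not tested. The PROX1 consensus reached 1.15 in liver, matched or exceeded by 36 of 100 shuffled consensuses, and 1.36 in liver promoter peaks, matched or exceeded by 1 of 100. The ratio was 0.571 in MEFs and 0.742 in Hep3B, each matched or exceeded by 100 of 100 shuffled consensuses.

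Few peaks lay on the X chromosome, with 730 in liver, 313 in MEFs and 114 in Hep3B. Promoter peaks were found at 10.3% of X-linked and 27.6% of autosomal genes in liver, 21.5% and 57.4% in MEFs, and 13.2% and 46.0% in Hep3B. Promoter GC content alone is argued against, since the highest of the common odds ratios within GC strata was 0.351, in liver. X chromosome copy number and read mappability were not tested, and no biological explanation was tested.

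Some of the strongest peaks lay next to an rRNA gene, in Sfi1 or near Hjurp, where extra copies relative to the reference are a candidate explanation. Such regions would be strong in both lists. The liver peak next to the rRNA gene overlapped a MEF peak at the 96.2 percentile of its list, the Trpm8 intron peak one at the 92.7 percentile and the Hjurp peak one at the 100 percentile, whereas the Sfi1 peak overlapped none. Of the 100 strongest liver peaks outside promoters, 9% overlapped a MEF peak, against 9.95% of the others (Fisher's exact p = 0.868). That test leaves out promoter peaks, among them those next to the rRNA gene and at Hjurp, so extra copies cannot be told apart from binding for these. Of the 100 strongest MEF peaks outside promoters, 35% overlapped a liver peak, against 13.9% of the others (Fisher's exact p = 1.02e-07). In MEFs this cannot be told apart from the rise of sharing with strength in the list, from 12.7% in the weakest to 17.4% in the strongest quartile.

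The Prox1 gene held 17 peaks in liver, 0 in MEFs and 6 in Hep3B. Reads from the introduced Prox1 coding sequence could give false peaks in its exons. In Hep3B, 0 of 4 coding exons away from the promoter held a peak, which argues against reads from the introduced Prox1 coding sequence as the source of its peaks. Binding of PROX1 to its own gene stays a hypothesis.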
